A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

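Array CGH measures copy number by hybridising labelled DNA of a sample and of a reference to the same probes and comparing the brightness of the dyes. Tail DNA of 9 mice of 1 non-irradiated family (sire, dam and 7 F1 mice) was measured, each on 2 arrays: on one the mouse DNA carried Cy3 and the reference male's DNA Cy5, on the other the dyes were exchanged. The 2 arrays of a mouse hold the same DNA and were taken as 1 replicate. Mice were grouped as sire, dam or F1 from the labels. The sex of the F1 mice was not taken from any source other than the probes themselves and was not used to group them.

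The arrays were scanned and read with Agilent Feature Extraction 10.7.1.1, per the file headers. The intensity values in the scanner files are processed signals that the authors' software had subtracted for background, detrended over the slide and scaled between dyes by linear dye normalization, and median spot and background intensities before these steps. The deposited log10 values are the scanner's log ratios of Cy5 over Cy3, and the processed intensities were checked against them: at most 0.0513% of the spots of an array differed. The authors' value table of the series holds log2 ratios. Set against the scanner values, the 18 columns all ran as reference over mouse, opposite to the direction used here, with absolute correlations between 0.993 and 1. Of them 2 equalled the scanner's log ratio and the other 16 differed by a small correction (SD over probes at most 0.03) whose method is not given in the sources used here, and column medians lay between -0.01 and 0.02. The column turned to mouse over reference served as an alternative.

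The main values were log2 of the processed intensity of the mouse over that of the reference, with spots marked as outliers left out (between 122 and 636 of 966371 spots per array) and control spots left out, averaged over spots of a probe. Each array was centred on its autosomal median, which had been between -0.01 and 0.02, with no loess or quantile step. Of the probes, 36 placed on unassembled sequence were left out, and 0 spots were saturated. Over all probes, arrays of the same dye orientation correlated with a median r of 0.30 (lowest 0.19, highest 0.43), while the arrays of a mouse, turned to one direction, correlated with a median r of -0.28. What arrays of one dye orientation share cancels in the dye-swap mean, and dye-swap means of different mice had a median r of 0.00. These correlations run across probes, which are not independent replicates.

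A probe was positive when both arrays lay beyond 0.8 in the same direction, or when it and an adjacent probe all lay beyond 0.5 on both arrays, as in the study's first screening. Probes beyond 0.8 in opposite directions were counted as planned, but the negative correlation between the arrays of a mouse raises that count, so it was not taken as background. The rule was also run on 16 mismatched array pairs per mouse, an array of one dye orientation with another mouse's array of the other, as in a mouse's own pair. For de novo regions the mismatched pairs numbered 6 per F1 mouse. Consecutive positives with at most 1 probe between them formed a region, and a region was taken as de novo when its probes were positive in the same direction in neither parent. Regions of 2 or more positives have the probe count of the study's Type L, and those of 4 or more the size its software called. They are first-screen candidates only. The study's reported changes also passed a second, denser array and quantitative PCR (qPCR), which these data do not hold. Noise was the SD of differences between neighbouring probes divided by the square root of 2. Counts in F1 mice and parents were compared by an exact permutation test, noise and counts by exact permutation of the pairings, and transmission by an exact binomial test against 0.5 with Benjamini-Hochberg adjustment. The family was set against the reference with limma's lmFit and eBayes on the dye-swap mean of each mouse, over autosomal probes with a value in all 9 mice. The rule for naming items asked for genes in the regions and at the 10 largest family differences. Since the files give positions on mm9 and no gene names, and an annotation of that build was not used here, positions are given in place of genes and the planned test of gene lists was not run.

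Scan dates were taken from the file headers and numbered. Sire and dam share scan date 1, F1 mice 1 and 2 date 2, F1 mouse 3 date 3, F1 mice 5 and 6 date 4, and F1 mice 7 and 8 date 5. The limma fit had no block; in an alternative fit the dates were a random block, with a consensus correlation of -0.01187 estimated on 20000 probes.

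The choices and these alternatives were fixed before the data were examined: normexp background correction with an offset of 50 on median and background signals, since the files hold no mean signals, no centring, the value table, outlier spots kept, dim probes left out, thresholds of 1.0 and 0.6 or of 0.7 and 0.4, the dye-swap mean in place of both arrays, a difference of 0.5 from each parent, no probe between positives, a sliding mean of 5 probes beyond 0.4, a trend, a block or a size of 0.8 in limma, and leaving out each mouse in turn. Chosen after seeing the data were regions with up to 2 probes between positives, a sliding mean of 20 probes beyond 0.2 on both arrays, permuting whole scan dates, and testing F1 mice against parents, and noise against positives, on the counts of the alternatives (noise always from the main values).

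The steps were tested on simulated data. Losses of log2 -1 were added to the real arrays of the 7 F1 mice, 200 of each length per mouse over 950622 probes. Of losses of 2 probes the rule found on average 89.1% as 2 positives, and of losses of 10 probes 99.9% as 4 or more, but of losses of 4 probes only 75.8% as 4 or more, between 68.0% and 88.5% over the mice. The losses found in F1 mouse 5 were less deep, at -0.88 and -0.62. The one of 10 probes fell into regions of 5 and 2 positives. The simulated rates thus do not give the sensitivity of the region search for losses of that depth. For the family against the reference, 200 probes of 948591 were shifted by each of 3 sizes in values drawn with the real spread of each probe: limma called 97.0% at a log2 of 0.6, 99.5% at 1 and 100% at 1.5, with 4 false calls. The shifted probes of all sizes stood in one set, which eases the Benjamini-Hochberg threshold, while only 14 probes passed the adjusted p in the real fit. These rates may thus be higher than those in the real data. Arrays carry no count of reads, and their number limits the precision. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and version 1.17.8 of data.table.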

Results

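The data collected were genome-wide copy number measurements of 1 non-irradiated control family of C57BL/6J/Nrs mice by array comparative genomic hybridization (array CGH), the first screening of a search for changes that arise between parents and offspring. The family held 1 sire, 1 dam and 7 F1 mice, and tail DNA of each mouse was hybridised on 2 arrays with the dyes exchanged, against DNA of 1 reference male of the same breeding colony. The 18 arrays carried 950749 probes, of which 950622 were autosomal, 68 lay on the X chromosome and 23 on the Y chromosome, and the median distance between neighbouring autosomal probes was 2053 bp. Each array had between 97.1% and 99.9% of its probes well above background in Cy3 and between 98.8% and 99.9% in Cy5, and 94.6% of autosomal probes were well above background on all 18 arrays. The noise of an array, the SD of the log2 ratio between neighbouring probes, lay between 0.21 and 0.34 with a median of 0.29. All log2 ratios are mouse over reference male, and all positions are those of the mouse build mm9 that the array design uses. No gene is named from these positions, because an annotation of that build was not used here.

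The sex-linked probes show what a known difference in copy number looks like on this array. The dam carried more X sequence and far less Y sequence than the reference male, with a median log2 ratio of 0.97 (SD 0.24 over 68 probes) on X and -2.97 (SD 1.09 over 23 probes) on Y. The sire was level with the reference male, at 0.01 (SD 0.17) on X and -0.03 (SD 0.19) on Y. Among the F1 mice, whose sex was not taken from the labels, mice 6, 7 and 8 had X medians of 1.00, 0.99 and 0.98 and Y medians of -2.87, -2.98 and -3.09. F1 mice 1, 2, 3 and 5 lay between -0.01 and 0.04 on X and between -0.11 and 0.03 on Y. The X difference thus came close to 1, the log2 ratio of 2 copies to 1. With normexp background correction the dam's X median was 0.49 and its Y median -0.30, so the size of these ratios depends on the background step.

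**Figure D1:**
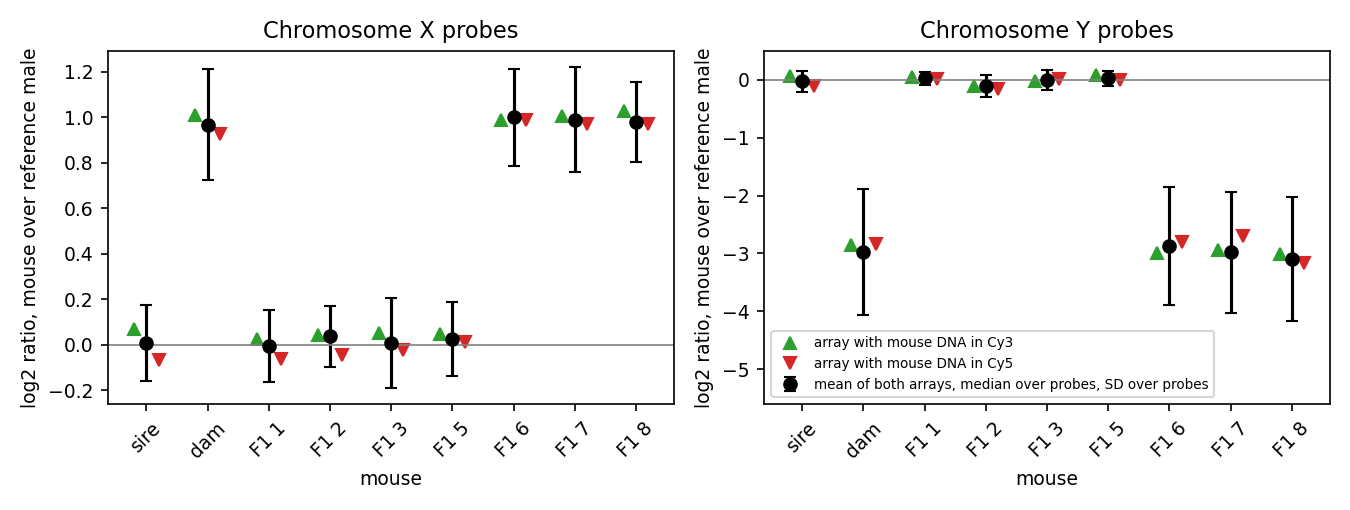
Median log2 ratio (mouse over reference male) of the 68 X probes and the 23 Y probes in each mouse; black points are the mean of both arrays with the SD over probes, green and red triangles the arrays with the mouse DNA in Cy3 and Cy5. The dam and F1 mice 6, 7 and 8 lie near 1 on X and near -3 on Y, and the other 5 mice near 0.

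The first-screen rule, which takes a probe as positive when its log2 ratio lies beyond 0.8 in the same direction on both dye-swap arrays or when 2 adjacent probes all lie beyond 0.5, asks where the genome of a mouse differs from the reference. Positive autosomal probes were few in every mouse, between 100 in F1 mouse 5 (13 gains and 87 losses) and 576 in the dam (362 gains and 214 losses). The sire had 335, and F1 mice 1, 2, 3, 6, 7 and 8 had 517, 150, 440, 569, 426 and 305. Probes past 0.8 with opposite directions on the arrays of the pair numbered 8568 against 3418 positive ones, but arrays of 1 mouse correlated negatively, at a median r of -0.28, which raises the first count, so it is no chance level for the second. Of the 3058 probes positive in at least 1 mouse, 2751 were positive in exactly 1, 274 in 2, 18 in 3, 14 in 4 and 1 in all 9 mice.

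Most positive probes had no positive neighbour. In F1 mouse 5, 36 of the 100 positives stood alone, while the share was between 94.0% and 100% in the other 8 mice. Pairing an array of one mouse with an array of another, in place of its own dye-swap partner, gave positive counts in the same range: only the dam exceeded all of its 16 mismatched pairs, with 576 against a highest count of 562. Set against the median of their mismatched pairs, the sire (335 against 348.5) and F1 mouse 2 (150 against 215) were lower. Each other mouse was higher, from F1 mouse 5 (100 against 95.5) to F1 mouse 6 (569 against 366.5). Of all positive probes, 11.8% were well above background on all 18 arrays, with 60.0% in F1 mouse 5 and 2.69% in the sire. With normexp background correction the count over all mice fell to 105, of which 12 were gains and 93 losses, where the processed signals gave 1638 gains and 1780 losses. Leaving out probes that were not well above background gave 378.

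**Figure D2:**
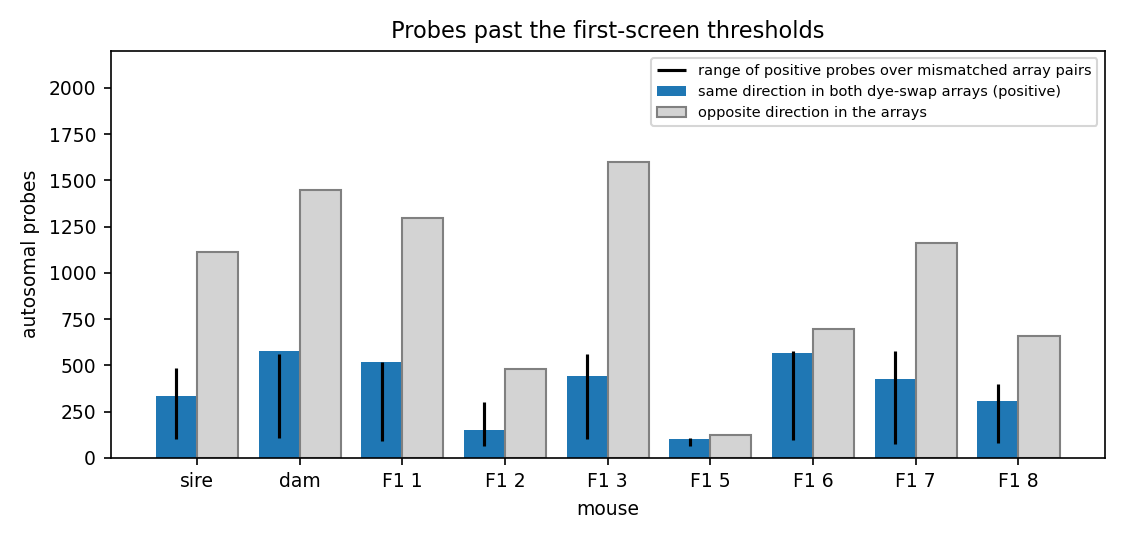
Autosomal probes past the first-screen thresholds in each mouse; blue bars count those with the same direction on both dye-swap arrays (positive), grey bars those beyond 0.8 with opposite directions, and black lines span the positive counts of 16 mismatched array pairs. The grey counts are raised by the negative correlation between the arrays of a mouse and are no chance level for the blue ones, and F1 mouse 5 has the lowest counts of both kinds.

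Whether offspring carry more positive probes than their parents was asked next, and the counts of the groups did not differ beyond the spread between mice. The 7 F1 mice had 358 ± 180 (SD, n = 7) and the 2 parents 455.5 ± 170 (SD, n = 2), a difference of -97.4 for F1 minus parents. An exact permutation test, two-sided over the 36 splits, gave p = 0.528 (n = 7 against 2), where the smallest p the design allows is 0.0278. The sign was not stable: the difference was 3.43 with normexp (12.4 against 9, exact permutation p = 0.639) and 27 without dim probes (48 against 21, exact permutation p = 0.333). The parents were scanned on scan date 1 and the F1 mice on 4 later dates, so no date holds both groups and the date and the group cannot be told apart.

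The number of positive probes went with the noise of a mouse's arrays. Over the 9 mice Pearson's r was 0.83 (exact permutation p = 0.0055) and Spearman's rho 0.73 (exact permutation p = 0.031), the only relation of this kind that was tested. Without F1 mice 5 and 2, whose noise lay farthest from the median, r was 0.32 (exact permutation p = 0.463) over 7 mice, so the relation rests on those mice. It was also absent when the positives were counted with normexp (r = -0.31, exact permutation p = 0.418) or without dim probes (r = -0.054, exact permutation p = 0.882). A scan date held at most 2 mice, too few for a value within a date.

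The search for changes present in an F1 mouse and in neither parent gave losses on chromosomes 2 and 12 of F1 mouse 5. The chromosome 12 loss ran from 41178086 to 41323052 (145.0 kb) and covered 70 probes, whose mean log2 was -0.88 (SD 0.17 over probes), with -0.88 and -0.89 on the separate arrays. The other 8 mice had a mean of 0.00 ± 0.03 (SD, n = 8) there and none was lower than -0.04, so the loss was far larger than the spread between mice. The chromosome 2 loss ran from 177113983 to 177798669 (684.7 kb) over 10 probes with a mean log2 of -0.62 (SD 0.24 over probes), with -0.69 and -0.54 on the separate arrays and 0.01 ± 0.04 (SD, n = 8) in the other 8 mice. The chromosome 12 loss was close in size to the dam's X difference, and the chromosome 2 loss was smaller, by 0.27 (SE 0.08 over probes), but with normexp by only 0.03 (SE 0.08).

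The edges of these losses differed in sharpness. On chromosome 12 the mean of the 20 probes on either side in F1 mouse 5 was 0.03 before and 0.03 after the loss, 57 of the 70 probes inside were positive, and the median spacing was 2028 bp. On chromosome 2 the median spacing was 17041 bp, 7 of the 10 probes were positive, and the neighbouring probes outside were also low, at -0.56 before and -0.49 after. Before the loss, and beyond a stretch of 2104 kb without probes, 4 of the 8 probes from 174850105 to 175003066 lay below -0.4 in F1 mouse 5, at -0.66, -0.50, -0.63 and -0.64, and 0 of them did in any of the other 8 mice. This stretch was chosen after its values were seen. Probes well above background on all arrays made up 92.9% of the probes in the chromosome 12 loss and 100% of those in the chromosome 2 loss.

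**Figure D3:**
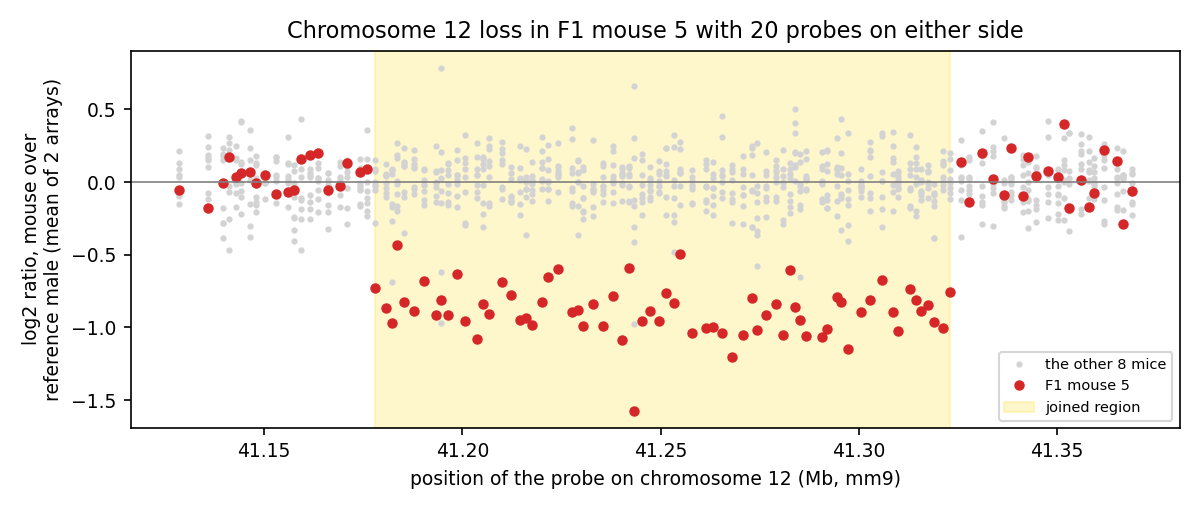
Log2 ratio (mouse over reference male, mean of 2 arrays) of each probe against its position on chromosome 12 in Mb; red points are F1 mouse 5, grey points the other 8 mice, and the shaded span the 70 probes of the loss. F1 mouse 5 lies at a mean of -0.88 inside the span and at 0.03 on either side.

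**Figure D4:**
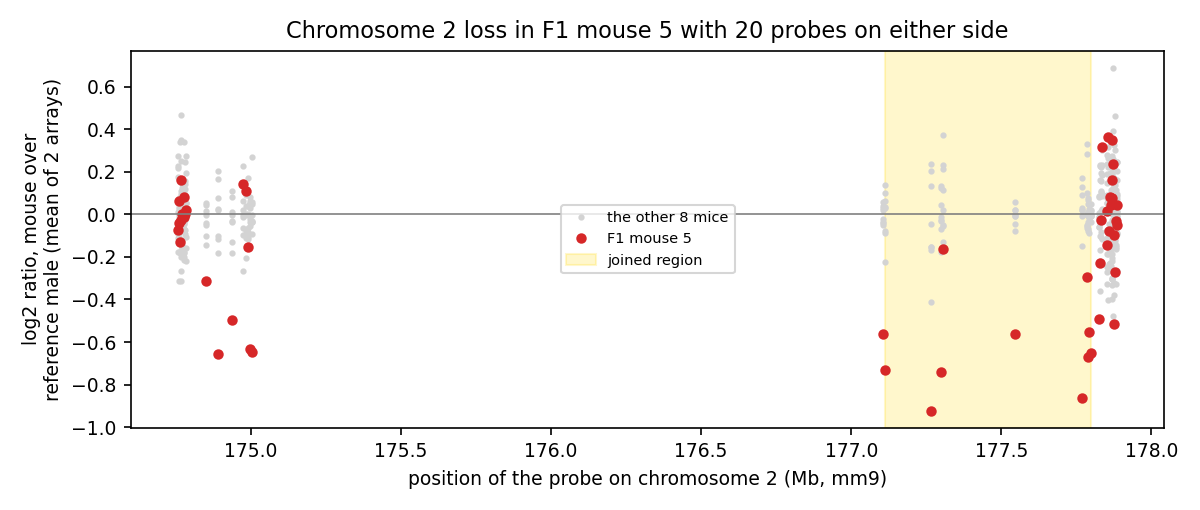
Log2 ratio (mouse over reference male, mean of 2 arrays) of each probe against its position on chromosome 2 in Mb; red points are F1 mouse 5, grey points the other 8 mice, and the shaded span the 10 probes of the loss. F1 mouse 5 has a mean of -0.62 inside the span, and 4 low probes lie before the 2104 kb without probes.

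Counted by the planned rule, which allows 1 probe between positives, these losses broke into 6 regions, all of them in F1 mouse 5. Of these, 5 were the only regions of 4 or more positive probes absent from both parents. The other, on chromosome 2 from 177793465 to 177798669, held 2 positives. Allowing 2 probes between positives, chosen after seeing the data, joined the 6 into the 2 losses above. With normexp and the same thresholds the count of regions of 4 or more was 0. The mean of the chromosome 12 loss was then -0.57 and that of the chromosome 2 loss -0.54. The dam's X median was only 0.49 there, so the count of 0 cannot show that these losses are absent. In total 53 regions of 2 or more positive probes were found in the F1 mice (24 gains and 29 losses), with 6, 0, 13, 6, 15, 6 and 7 in F1 mice 1, 2, 3, 5, 6, 7 and 8, or 7.57 ± 4.995 (SD, n = 7). The 48 that held fewer than 4 positives all held exactly 2, and in 9 of these 48 every probe was well above background on all arrays. The piece of the chromosome 2 loss with 2 positives is among the 48 and among the 9, and is no separate candidate. Of these 9, those of F1 mice 6 and 8 on chromosome 8, from 102191828 to 102200750 and from 102153172 to 102155515, lie inside a gain that the mean over 20 probes, chosen after seeing the data, shows in the dam as well (0.22), so they are not shown to be absent from both parents. Mismatched array pairs, 6 per F1 mouse here, gave between 0.667 and 4.17 regions per F1 mouse on average and at most 10, but 0 of 4 or more. F1 mice 3, 5, 6 and 8 exceeded their own highest mismatched count, with 13 against 8, 6 against 3, 15 against 10 and 7 against 6. F1 mice 1, 2 and 7 did not, with 6 against 6, 0 against 7 and 6 against 6. A further 2232 F1 positives stood alone.

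In a comparison of which relatives shared a change, the only region with 4 or more positive probes in a mouse that was shared by a parent and offspring was a loss on chromosome 3 from 25417435 to 25444229 (26.8 kb). It held 4 positive probes in F1 mouse 6 and 3 each in the dam and F1 mice 7 and 8. Its mean log2 was -1.40 in the dam and -1.49, -1.43 and -1.57 in F1 mice 6, 7 and 8, while the sire was at -0.04. Carriers made up 3 of the 7 F1 mice, and an exact binomial test against 0.5, two-sided, gave p = 1 (adjusted p = 1, n = 7). The carriers were the same 4 mice whose Y medians lay near -3. The binomial test thus cannot tell transmission from a pattern that follows the X and Y content of the mice. The depth of 3 of its probes is weighed under Other observations. Of 6 regions of 4 or more positive probes in the family the other 5 were those of F1 mouse 5. None was shared by all 9 mice.

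Against the single reference male, the family as a whole differed at few probes. The limma fit on 9 mice, 1 value each, called 10 of 948591 autosomal probes at an adjusted p under 0.05 and a mean log2 beyond 0.5, 3 higher and 7 lower in the family, with 9 of 9 mice on the same side at each of the 10. The largest was a gain at chromosome 13, 95707465 to 95707524, with a mean log2 of 1.68 (SE 0.09, limma adjusted p = 1.63e-05), between 1.36 and 2.44 in the single mice. It was also the probe that was positive in all 9 mice. Gains of 0.93 (SE 0.04, limma adjusted p = 3.23e-06) and 0.88 (SE 0.07, limma adjusted p = 0.000921) followed at chromosome 7, 49495489 to 49495548, and chromosome 1, 35303776 to 35303835, each in 9 of 9 mice. The 7 losses, on chromosomes 1, 1, 11, 13, 14, 15 and 19, had means between -0.64 and -0.50. At an unadjusted p under 0.05 there were 47839 probes, and 8 of the 10 called probes were well above background on all 18 arrays. The test leaves out the reference's own spread, and relatives are not independent, so the p-values measure only the spread between these mice. An intensity trend in the variance raised the count to 32, and normexp lowered it to 5, of which 4 were among the 10; the chromosome 1 gain was not among them (mean log2 0.18, limma adjusted p = 0.46, against at most 0.0078 under the other alternatives that tested it).

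Whole chromosomes were level in every mouse. The 171 means of 19 autosomes in 9 mice lay between -0.01 and 0.01, and the one farthest from 0 was chromosome 6 in F1 mouse 1 at -0.00895.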

Values the study reported

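The study reported de novo deletions in 11 of 156 F1 mice of the non-irradiated group, or 7.1%. It reported de novo Type L deletions in 8 of these mice, or 5.1%. Both counts are of deletions that also passed a second, denser array and qPCR, so they are unlike the first-screen regions counted here. For the F1 mouse numbered 5 of this family it listed a deletion of 146,136 bp on chromosome 12 with 22 positive probes on the first array, in Dock4. It also listed a deletion of 666,200 bp on chromosome 2 with 7 positive probes on the first array, over genes that include Zfp970. Both are in its list of changes that were positive on the second array as well and passed qPCR.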

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

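All tests weighed in this part were chosen after the patterns were seen, and only that of dim probes for F1 mouse 5 before its own value was known. Of 26 groups of values of the 7 F1 mice, 2 held a mouse apart from the rest, and chance gives about 1 in 20. F1 mouse 5 had 5 regions of 4 or more positive probes absent from both parents, and each of the other 6 F1 mice had 0. F1 mouse 1 had a chromosome 16 mean log2 of -0.00533, the lowest of the F1 mice by more than the others differ. Every autosome of F1 mouse 1 had a mean below 0, from -0.00895 on chromosome 6 to -0.00460 on chromosome 9. Chromosome 16 thus did not stand apart from the other chromosomes of that mouse.

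In F1 mouse 5, the 70 probes farthest from 0 were those of the chromosome 12 loss in either array taken alone, and the array not used for the choice was at -0.89 or -0.88, which argues against a fault of a single array. For 10 probes, with the chromosome 12 loss left out, the Cy3 array alone gave the chromosome 2 loss, where the Cy5 array was at -0.54 (SE 0.11 over probes), while the Cy5 array alone gave a stretch of chromosome 3 at -0.61 that the Cy3 array did not share (0.03). F1 mouse 6, scanned on the same date, came no farther from 0 than 0.039, which argues against the scan date, and 93.8% of the probes in the losses were well above background on all 18 arrays, which argues against dim probes. With windows that touch either loss in F1 mouse 5 or the chromosome 3 loss of the dam and F1 mice 6, 7 and 8 left out, 0 windows of as many probes in the 9 mice lay as far from 0 as either loss, and the farthest were 0.21 for 70 probes and -0.54 for 10 (0.16 and 0.32 in F1 mouse 5 itself). These values are consistent with losses of DNA in this mouse that neither parent carries, a hypothesis found and tested on the same data, and no biological explanation was tested.

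Most positive probes stood alone, and 2 technical explanations were tested for them. Only 1 of the 9 mice, the dam, had more positives than every mismatched pair, so chance agreement of noise between arrays may give most of them. All mice but the sire and F1 mouse 2 did lie above the median of their mismatched pairs, so chance is not shown to give all of them. The total of positives can miss clustered losses. F1 mouse 5, with 100 positives, did not exceed its highest mismatched count of 109, while its 87 losses exceeded the highest mismatched loss count of 70. Of the positives, 11.8% were well above background on all 18 arrays, against 94.6% of autosomal probes, so dim probes may add to it. Single-probe changes in these mice cannot be excluded by these values, and no biological explanation was tested.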

How the results depend on the processing

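The joining over up to 2 probes, the sliding mean of 20 probes, the permuted scan dates, and other counts of positives for the difference between F1 mice and parents and for the relation with noise were chosen after the data were seen, and the other alternatives were planned. The relation between noise and positive probes no longer passed without F1 mice 5 and 2 (r = 0.32, exact permutation p = 0.463), and turned with normexp counts (r = -0.31) and without dim probes (r = -0.054). The difference between F1 mice and parents turned in the same alternatives, to 3.43 and 27, and passed in none of those run. Of the 10 probes called in the family, normexp called 4 and leaving out dim probes 8. Leaving out each mouse called between 7 and 9 of them, and those lost were losses on chromosomes 11, 14 and 15. With normexp, the positive probes over all mice numbered 105, de novo regions 8 (2 or more positives) and 0 (4 or more), regions of 4 or more in the family 0 and transmitted ones 0, family calls 5, the dam's X median 0.49 and its Y median -0.30, and the chromosome 6 mean of F1 mouse 1 0.00146; the median over its probes was -0.000583. Without dim probes there were 378 positives, 15 de novo regions of 2 or more, and a dam Y median of -1.17 over 4 probes. Stricter thresholds gave 1276 positives, 16 de novo regions of 2 or more and 0 transmitted ones. Laxer thresholds gave 6422, 221 and, of 4 or more, 3 de novo regions. The dye-swap mean gave 17428 positives, 593 and 2 de novo regions, and 3 regions of 4 or more in the family. A difference from each parent left 25 de novo regions of 2 or more, joining over up to 2 probes made 2 of 4 or more, and a sliding mean of 5 probes gave 100 regions in place of 5. A sliding mean of 20 probes gave 18 regions in the family, of which 4 were transmitted; 4 of the 18 and 2 of those 4 hold a probe lost in the dam and F1 mice 6, 7 and 8, the mice with low Y medians. The transmitted gain on chromosome 8 holds no such probe but had the same carriers. In limma the trend gave 32 calls and a size beyond 0.8 gave 3, and all 3 were among the 10.

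Leaving out each F1 mouse in turn gave between 38 and 53 de novo regions of 2 or more, between 0 and 5 of 4 or more (0 without F1 mouse 5), and differences between F1 mice and parents from -132.5 to -54.3 (exact permutation p between 0.393 and 0.714). Leaving out each of the 9 mice gave between 7 and 11 family calls and r between 0.71 and 0.91 for noise and positives. Permuting whole scan dates gave p = 0.2 for F1 mice against parents, the smallest that 5 dates allow. The cause of the changes was not tested, except that a filter or a size threshold leaves fewer probes. Normexp also brought the dam's X median down to 0.49 while the thresholds stayed the same. Its lower counts therefore cannot show that changes are absent. The gene lists were not run. No paired analysis was possible because all F1 mice have the same sire and dam. Dim probes limit what single-probe positives can show, since signal lay at a median of 3.98 times background in Cy3 and 2.85 times in Cy5.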

Other observations

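The tests in this part, and the sliding mean of 20 probes, were all chosen after the results were seen. A sliding mean of 20 probes beyond 0.2 on both arrays gave 18 regions, 5 of them in 2 or more mice. The change carried by most mice was a gain on chromosome 12 from 56176102 to 56388301 (212.2 kb). Over this region the mean log2 was 0.23 in the dam and 0.20, 0.20, 0.22, 0.17 and 0.21 in F1 mice 1, 3, 5, 6 and 8, where windows of 20 probes over the genome had an SD between 0.03 and 0.04 in each mouse. The sire (-0.02), F1 mouse 2 (-0.03) and F1 mouse 7 (0.01) did not show it. Carriers made up 5 of 7 F1 mice (exact binomial p = 0.453 against 0.5, two-sided, adjusted p = 1 over the 4 transmitted regions). A gain on chromosome 8 from 102110859 to 102262276 (151.4 kb) had a mean over the region of 0.22 in the dam and 0.22, 0.23 and 0.21 in F1 mice 6, 7 and 8, and between -0.05 and 0.05 in the other 5 mice, so its carriers were exactly the 4 mice with Y medians near -3 and X medians near 1. A loss on chromosome 14 from 61777132 to 61835856 passed in F1 mice 7 and 8, with means over the region of -0.20 and -0.19, the dam at -0.08, F1 mouse 6 at -0.04 and the sire at 0.04. Over the 20 probes of this region with the lowest mean of all 9 mice, the dam was at -0.17 and F1 mouse 6 at -0.15. F1 mice 7 and 8 were at -0.31 and -0.26 there, and the other 5 mice lay between -0.05 and 0.08. The lowest values at these probes were thus in the same 4 mice. The probes were chosen for low values, those of the 4 mice included. Over the whole region F1 mouse 6 (-0.04) was close to F1 mouse 2 (-0.03).

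Of 211 probes lost in the dam and not in the sire, 12 were lost in exactly F1 mice 6, 7 and 8, and all 12 were well above background on all arrays, while only 1 other set of 2 or more F1 mice occurred, out of 120 possible sets of that kind. Deletions passed on one by one would vary in their carriers, but this set recurred on 7 chromosomes. The sire was level at the 12 probes (between -0.17 and 0.08). An F1 mouse that lacks only the dam's copy would thus lie near -1. With the processed signals F1 mice 6, 7 and 8 had medians of -1.83, -1.80 and -2.07 there. Their values nearest to 0 were -1.29, -1.37 and -1.34. These depths argue against deletions passed on by the dam for the 12 probes. When probes were chosen from the parents alone, 24 losses of the dam were well above background on all arrays and 14 of them were shared by at least 1 F1 mouse: 12 of the 14 (85.7%) by exactly the F1 mice with a Y median below -1, and 0 by any other F1 mouse. A candidate explanation is thus that these autosomal probes, 3 of them in the chromosome 3 loss of the report, also bind sequence on the Y chromosome. Of the 24 losses of the dam chosen from the parents alone, 12 were in F1 mouse 5 or 6, scanned on one date. Of these 12, 100% were in only 1 of the mice, which argues against the scan date. They are the same 12 probes as above and no separate set.

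With the processed signals the chromosome 2 loss of F1 mouse 5 was smaller than the chromosome 12 loss by 0.27 (SE 0.08 over probes), and with normexp by 0.03 (SE 0.08). Its probes had a median signal at the 96.5th percentile of autosomal probes, against the 50.6th for the chromosome 12 loss. The gap nearly closed with normexp because the chromosome 12 loss went from -0.88 to -0.57, while the chromosome 2 loss went from -0.62 to -0.54. The dam's X median, a known difference, fell from 0.97 to 0.49. The closing thus does not show that the background step made the gap. Whether further copies of that sequence elsewhere in the genome dilute the ratio cannot be told from these values. The low probes before the 2104 kb without probes may belong to the same change, which was not tested.

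By the planned joining the chromosome 12 loss fell into 4 pieces of 12, 5, 22 and 18 positive probes, 57 in all. The sum is higher than the count quoted from the study above, and the largest piece equals it.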
